# Characterization and Transcriptome Analysis of Maize Small-Kernel Mutant *smk7a* in Different Development Stages

**DOI:** 10.3390/plants12020354

**Published:** 2023-01-12

**Authors:** Jing Wang, Hongwu Wang, Kun Li, Xiaogang Liu, Xiaoxiong Cao, Yuqiang Zhou, Changling Huang, Yunling Peng, Xiaojiao Hu

**Keywords:** maize, *smk7a* mutant, IAA, starch synthesis, transcriptome

## Abstract

The kernel serves as a storage organ for various nutrients and determines the yield and quality of maize. Understanding the mechanisms regulating kernel development is important for maize production. In this study, a small-kernel mutant *smk7a* of maize was characterized. Cytological observation suggested that the development of the endosperm and embryo was arrested in *smk7a* in the early development stage. Biochemical tests revealed that the starch, zein protein, and indole-3-acetic acid (IAA) contents were significantly lower in *smk7a* compared with wild-type (WT). Consistent with the defective development phenotype, transcriptome analysis of the kernels 12 and 20 days after pollination (DAP) revealed that the starch, zein, and auxin biosynthesis-related genes were dramatically downregulated in *smk7a*. Genetic mapping indicated that the mutant was controlled by a recessive gene located on chromosome 2. Our results suggest that disrupted nutrition accumulation and auxin synthesis cause the defective endosperm and embryo development of *smk7a*.

## 1. Introduction

Maize (*Zea mays*) is one of the most important crops in the world. The maize kernel is the storage organ that contains the essential components for plant growth and reproduction. The maize kernel consists of the embryo, endosperm, and surrounding pericarp. The embryo consists of the shoot apical meristem, root apical meristem, scutellum, and leaf primordium and has the potential to develop into a new plant [1]. The endosperm accounts for 85% of the kernel’s weight and stores about 80% of the starch and 8–15% of the protein. The development of the endosperm begins with the fertilized central cells, followed by cellularization and differentiation into four main types of cells: the basal endosperm transfer layer (BETL), the aleurone layer (AL), the starchy endosperm (SE), and the embryo-surrounding region (ESR) [2,3,4,5,6,7]. Maize kernel development is a complex and dynamic process and is regulated by a large number of genes. With the development of molecular techniques, many genes that are crucial for kernel development have been identified, and the regulatory mechanisms have also been uncovered [8].

Regarding embryo development, a number of embryo-specific (*emb*) genes have been studied, such as *LEM1*, *EMB8516*, *EMB14*, *EMB12*, and *EMB16* [9,10,11,12,13], all of which have been implicated in plastid function. These studies have demonstrated that plastid protein translation is essential to embryogenesis. Regarding endosperm development, the functional genes involved in the development of the major endosperm cell types have also been elucidated. The AL is a cuboidal cell layer that forms on the epidermal layer of maize endosperm cells. Several genes have been reported to control the fate of the AL cells via positional signaling, including *CR4* [14], *DEK1* [15,16], *SAL1* [17], and *THK1* [18,19]. The BETL, a unique endosperm cell layer, plays an important role in nutrient transport and signaling between the filial and maternal tissues [20]. There are two key genes that affect the nutrient uptake and partitioning in the BETL region. The first gene is *MN1*, which is located in the BETL and the pedicel (PED) and catalyzes the conversion of sucrose into glucose and fructose [21,22]. The second gene *ZmSWEET4c* encodes a sugar transporter [23], and it can transport hexose to the starchy endosperm and embryo for its development [24,25]. ZmMRP-1 is a well-known transcriptional regulator in BETL differentiation. It controls the expression of BETL-specific genes, including *ZmTCRR-1* and *ZmTCRR-2* [26,27], *MEG1* [10], and *BETL-1*, *BETL-2*, *BETL-9*, and *BETL-10*. The SE is the major storage tissue for starch synthesis and protein storage in the endosperm. Starch biosynthesis requires multiple classes of enzymes, including adenosine diphosphate (ADP)-glucose pyrophosphorylase (AGPase), starch synthases (SSs), starch branching enzymes (SBEs), and starch debranching enzymes (DBEs) [28]. The key genes have been identified in mutant studies, such as *SH2*, *BT2*, *DU1*, and *SU1* [29,30]. The loss of the function of these genes results in disturbed starch synthesis and defective kernel development. The ESR is formed from small dense cytoplasmic cells surrounding the young embryo. The functions of the ESR are providing nutrition to the embryo, defense from pathogens, and signaling at the embryo-endosperm interface. The *ESR1*, *ESR2*, and *ESR3* genes have been suggested to play an important role in regulating embryo–endosperm signaling [31].

Although significant progress has been made in studies on maize kernel development, additional knowledge is still needed to reveal the complex interaction network during embryo and endosperm development. In this study, a thorough analysis of a small kernel mutant *smk7a* was conducted using cytology, biochemistry, and transcriptomics. These results provide a foundation for further gene cloning and elucidation of the mechanism involved in maize kernel development.

## 2. Results

### 2.1. smk7a Mutant Exhibited Defective Embryo and Endosperm Development

Compared with WT kernels, *smk7a* exhibited defective kernel development and a lower 100-kernel weight (Figure 1A–C and Figure S1). To observe the structural and cytological changes, we carried out paraffin sectioning on WT and *smk7a* kernels collected at 12, 16, 20, 25, and 30 DAP. Longitudinal sections of the whole seed revealed that *smk7a* showed a small and shrunken kernel phenotype, with severely arrested embryogenesis and endosperm development. The WT embryo developed to the late embryogenesis stage, with established scutellum, coleoptiles, and shoot apical meristem (SAM) at 12 DAP; differentiated primary leaves at 16 DAP; established root apical meristem (RAM) at 20 DAP; and good differentiation at 30 DAP. However, the development of the *smk7a* embryos was severely delayed at 12 DAP, and it did not reach the coleoptilar stage with differentiated scutellum, coleoptile, SAM, and RAM until 30 DAP (Figure 1D). The WT endosperm was well developed and starch-filled from 12 to 30 DAP, while the endosperm of *smk7a* was small and underdeveloped, and a gap was observed between the endosperm and epidermis (Figure 1D). Further observations revealed that the transfer cells in the BETL of the WT were large and exhibited clear cell wall ingrowths at 12 DAP, and the flange wall ingrowth became more dense at 20 DAP. In contrast, the BETL cells in the *smk7a* kernels were mostly small and lacked extensive cell wall ingrowth (Figure 1E).

We also found that *smk7a* had a 56.3% reduction in the endosperm cell number compared to the WT, and the endosperm cell size was 188.7% larger than that of the WT at 20 DAP (Figure 2A–C and Table 1). Although the endosperm cell size was larger, the starch granules of *smk7a* appeared to be less filled than the endosperm of the WT (Figure 2A). Scanning electron microscopy (SEM) was used to investigate the starch accumulation in the endosperm at 34 DAP. The results revealed that the endosperm cells of the WT were filled with starch granules, while there were few granules in the endosperm cells of *smk7a*, and irregular polygonal granules were observed (Figure 2E,F).

### 2.2. smk7a Mutant Had Lower Starch, Storage Protein, and Free IAA Contents

To further determine the underlying biochemical basis for the defective phenotype of the *smk7a* mutant, we measured the soluble sugar, total starch, and protein contents of the WT and *smk7a* kernels. Based on our results, the content of the soluble sugars (including glucose, fructose, and sucrose) of the *smk7a* kernels was 1.40–2.70-fold higher than that of the WT kernels at 12 DAP, and it was 3.72–4.07-fold higher at 20 DAP (Figure 3A–C). In contrast, the starch content was significantly lower, i.e., 4.25-fold and 4.67-fold at 12 and 20 DAP, respectively (Figure 3D). In addition, the starch content of *smk7a* was only 87.8% that of the WT in the mature stage (Figure 3D). We also noticed that the total soluble sugar content of the WT decreased by 40.3% from 12 DAP to 20 DAP, while the starch content increased, which represents the balanced conversion of sugar to starch. However, for *smk7a*, when the starch content increased, the soluble sugar content also increased by 22.3% from 12 to 20 DAP. These results suggest that the sugar metabolism and starch synthesis were disturbed in the *smk7a* kernels in the filling stage. Quantitative analysis of the protein contents revealed that the zein protein was also significantly lower in *smk7a* and was 71.7%, 76.7%, and 94.0% that of the WT at 12 DAP, 20 DAP, and in the mature stage, respectively (Figure 3E).

IAA has been reported to play an important role in kernel development. We compared the free IAA contents of the WT and *smk7a* at 12 and 20 DAP. Based on our UHPLC-ESI-MS/MS analyses, the free IAA content of *smk7a* was 58.3% and 83.2% that of the WT at 12 DAP and 20 DAP, respectively (Figure 3F). These results suggest that IAA synthesis was suppressed in *smk7a* in the early development stages.

### 2.3. Transcriptome Comparison of Developing Kernels from WT and smk7a

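RNA was sequenced from kernels of the WT and the small-kernel mutant *smk7a*, which the authors collected from the same segregating ears at 12 and 20 days after pollination (DAP). There were 3 biological replicates of each genotype at each stage, and thus 12 samples. According to the paper's Table S1, between 48.0 M and 48.3 M clean reads were obtained per sample. At 12 DAP, 44.4 M to 44.9 M reads per sample (median 44.9 M) were uniquely mapped in the WT, and 45.6 M reads (median 45.6 M) in each *smk7a* sample. At 20 DAP, 43.1 M to 43.6 M reads (median 43.3 M) were uniquely mapped in the WT, and 44.2 M to 44.3 M reads (median 44.2 M) in *smk7a*. The share of reads mapped to several places was 5.19% to 6.73% in the WT and 3.63% to 3.79% in *smk7a* at 12 DAP, and 8.17% to 9.17% and 6.15% to 6.34%, respectively, at 20 DAP. The authors mapped the reads with HISAT2 to the B73 RefGen_V4 genome, kept only perfectly matching reads, and deposited the expression level of each gene as fragments per kilobase of the transcript, scaled to the mapped fragments of the sample (FPKM). The copy of the table analysed here ends after 720 genes, a part of the genome, of which 153 were at 0 FPKM in all 12 samples and 402 were above 1 FPKM in at least 1 sample. The values are FPKM and not counts, so the counting error of a single gene was not computed. The WT and *smk7a* were compared at each stage on log2(FPKM + 0.1) with limma, using a trend in the prior variance and Benjamini-Hochberg adjustment. The genes tested were those above 1 FPKM in at least 3 samples of the comparison, which gave 365 genes at 12 DAP and 336 genes at 20 DAP. Fold changes are on this log2(FPKM + 0.1) scale, which understates the change of weakly expressed genes. The FPKM were used as deposited, without rescaling between samples. Under this choice the median log2 fold change (*smk7a* over WT) of the genes tested was 0.48 at 12 DAP and 0.53 at 20 DAP. Median of ratios scaling, which divides each sample by the median of its ratios to the average sample, moved these medians to 0.01 and -0.02. Of the total FPKM of the 720 genes, the largest share in each of the 4 groups belonged to *Zm00001d001913*, a ubiquitin-conjugating enzyme gene, with means from 5.15% in *smk7a* at 12 DAP to 7.64% in *smk7a* at 20 DAP. The share of *Zm00001d000418* (endosperm specific protein1) was 4.74% ± 0.517 (SD, n = 3) in the WT and 2.20% ± 0.458 (SD, n = 3) in *smk7a* at 12 DAP. *Zm00001d000300*, a translation initiation factor gene, took 2.10% ± 0.176 (SD, n = 3) and 2.48% ± 0.301 (SD, n = 3), respectively.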

To reveal the gene expression changes between the WT and the *smk7a* mutant, we conducted RNA sequencing (RNA-seq) using the kernels collected at 12 and 20 DAP. On average, 48.2 million clean reads were obtained for each sample, and 89.2–94.9% of the reads were uniquely mapped to the maize B73 reference genome (Table S1). 

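At 12 DAP, 83 genes differed between *smk7a* and the WT with a fold change above 2 and an adjusted p-value under 0.05 from limma. At 20 DAP, 53 genes passed the same thresholds. There were 23 genes that passed at both stages, and all 23 changed in the same direction at both. The 3 *smk7a* values did not overlap the 3 WT values for 221 of the genes tested (60.5%) at 12 DAP and for 246 (73.2%) at 20 DAP. By chance 10% would be expected if no common shift set the groups apart. The median log2 fold changes of 0.48 and 0.53 are such a shift, and the share was not computed after scaling. It therefore does not show how many genes changed on their own. When each replicate was left out in turn, the number of genes past both thresholds ranged from 74 to 86 at 12 DAP and from 45 to 64 at 20 DAP. Dropping the fold-change threshold moved the numbers most, to 187 genes at 12 DAP and 235 genes at 20 DAP. With the replicate number as a block in the model, 83 genes passed at 12 DAP and 53 at 20 DAP, and they were the same genes as without the block. The deviations of same-numbered WT and *smk7a* samples from their group means had a mean correlation across genes of -0.01 at 12 DAP and -0.07 at 20 DAP, compared with 0.01 and 0.03 for differently numbered samples.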

With a threshold fold change of >2 and an adjusted *p* value of <0.05, a total of 3405 and 2747 differentially expressed genes (DEGs) were identified between *smk7a* and WT for the 12 and 20 DAP kernels, respectively. 

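Among the DEGs at 12 DAP, 68 genes (81.9%) were higher and 15 were lower in *smk7a* than in the WT. At 20 DAP, 48 genes (90.6%) were higher and 5 were lower. The log2 fold change was above 0 for 291 of the genes tested (79.7%) at 12 DAP and for 301 (89.6%) at 20 DAP. With median of ratios scaling, 58 genes passed both thresholds at 12 DAP, 28 of them higher (48.3%) and 30 lower, and 43 of the 58 had also passed with the FPKM as deposited. At 20 DAP, 28 genes passed after this scaling, 13 higher (46.4%) and 15 lower, and 18 of them had passed before it. Of the downregulated genes of the paper's Table S2 that were read here, 18 were tested at 12 DAP. All 18 were lower in *smk7a*, and 14 of them were among the 15 genes lower past both thresholds. After median of ratios scaling all 18 were among the 30 genes lower past both thresholds. The paper called these genes downregulated from the same samples, so their direction at 12 DAP was fixed by that choice. At 20 DAP 19 genes of Table S2 were tested, of which 14 were lower in *smk7a* and 2 were lower past both thresholds. With median of ratios scaling 16 of the 19 were lower, 5 of them past both thresholds.

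**Figure D1:**
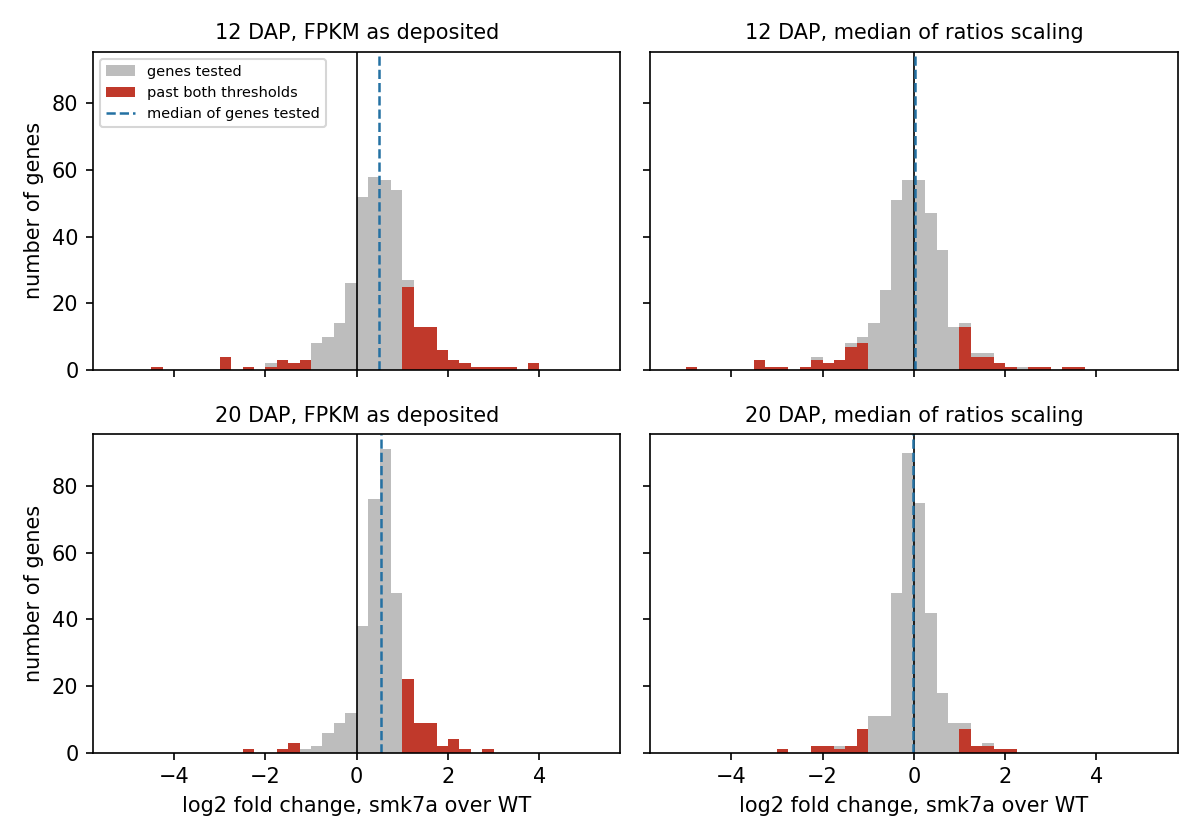
Number of genes (y axis) by log2 fold change of *smk7a* over WT (x axis, bins of 0.25) at 12 DAP (top) and 20 DAP (bottom), with the FPKM as deposited (left) and after median of ratios scaling (right). Grey bars are the genes tested, red bars the genes past both thresholds, and the dashed line is the median of the genes tested, which lies at 0.48 and 0.53 on the left and at 0.01 and -0.02 on the right.

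The largest rise at 12 DAP was that of *Zm00001d000001* (polyphenol oxidase1), from 6.31 ± 3.01 FPKM (SD, n = 3) in the WT to 87.7 ± 24.0 FPKM (SD, n = 3) in *smk7a*, a log2 fold change of 3.84 (SE 0.33, adjusted p = 0.000137 from limma). It was followed by *Zm00001d002055* (ripening-related protein 3) with a log2 fold change of 3.79 (SE 0.71, adjusted p = 0.00431), for which 2 of the WT replicates were listed at 0 FPKM, so that the value depended on the pseudocount and ranged from 1.56 to 6.04 across the alternatives. *Zm00001d002160*, a wound-responsive family protein gene, rose by 3.27 (SE 0.43, adjusted p = 0.000883). The largest falls at 12 DAP were those of *Zm00001d002132*, which has no description in the table, with a log2 fold change of -4.44 (SE 0.56, adjusted p = 0.000780) from 31.7 ± 13.8 FPKM (SD, n = 3) in the WT to 1.54 ± 1.31 FPKM (SD, n = 3) in *smk7a*, and of *Zm00001d000134* with -2.97 (SE 0.68, adjusted p = 0.00908), for which 1 *smk7a* replicate was listed at 0 FPKM. *Zm00001d000128* had a log2 fold change of -2.92 (SE 0.87, adjusted p = 0.0241). Its replicates in *smk7a* were at 2.15, 29.1 and 3.13 FPKM, and with 1 replicate left out its adjusted p rose to as much as 0.0801. At 20 DAP, the largest rises were those of *Zm00001d000237* (cis-zeatin O-glucosyltransferase1), with a log2 fold change of 2.76 (SE 0.36), *Zm00001d001984* (probable amino acid permease 7), with 2.43 (SE 0.13), and *Zm00001d001826*, with 2.20 (SE 0.27). The largest falls at 20 DAP were those of *Zm00001d000429*, with -2.28 (SE 0.54), and of *Zm00001d002119* (ABC transporter B family member 19), with -1.50 (SE 0.33). Their adjusted p-values from limma were 0.000445, 1.49e-05, 0.000308, 0.00631 and 0.00493 in the order given. The 3 *smk7a* values of each of these genes lay outside the range of its 3 WT values (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow).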

Further classification of the DEGs revealed that there were 1522 downregulated genes and 1883 upregulated genes at 12 DAP, and there were 1124 downregulated genes and 1623 upregulated genes at 20 DAP (Tables S2–S3). Since the BETL development was impaired in *smk7a*, we checked the expression levels of the BETL-specific genes. 

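The BETL-specific gene analysed here is *BETL4* (*Zm00001d000161*), which the table describes as basal endosperm transfer layer4. At 12 DAP its expression was 260 ± 9.42 FPKM (SD, n = 3) in the WT and 79.8 ± 11.4 FPKM (SD, n = 3) in *smk7a*. The log2 fold change was -1.71 (SE 0.13, adjusted p = 0.000116 from limma over all genes tested, and 9.19e-06 when adjusted over the 5 tested genes that the paper names), and it ranged from -1.81 to -1.60 when each replicate was left out in turn. Under median of ratios scaling it was -2.20 (adjusted p = 0.000125). The value in the paper's Table S2 is -2.16. The *smk7a* and WT values at this stage did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible). At 20 DAP the expression of *BETL4* was 115 ± 23.5 FPKM (SD, n = 3) in the WT and 121 ± 57.2 FPKM (SD, n = 3) in *smk7a*, where 1 replicate was at 54.7 FPKM. The log2 fold change at 20 DAP was -0.05 (SE 0.38, adjusted p = 0.901), within the spread between replicates, and its sign depended on the replicates included, with values from -0.31 to 0.44 when each was left out in turn. Without replicate 1 of *smk7a*, which was the one at 54.7 FPKM, *BETL4* was higher in *smk7a* at 20 DAP with an adjusted p of 0.0384 from limma. Its log2 fold change of 0.44 in that fit was below the median of 0.56 of the genes tested, so *BETL4* rose no more than most genes. Over all alternatives the adjusted p of *BETL4* at 20 DAP lay between 0.0384 and 1.00. Median of ratios scaling gave -0.62 (adjusted p = 0.252). The fold change of *BETL4* differed between the 2 stages by 1.66 (SE 0.45, adjusted p = 0.0226 from limma's interaction term). When each of the 12 samples was left out in turn, the adjusted p of this difference reached 0.0554.

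**Figure D2:**
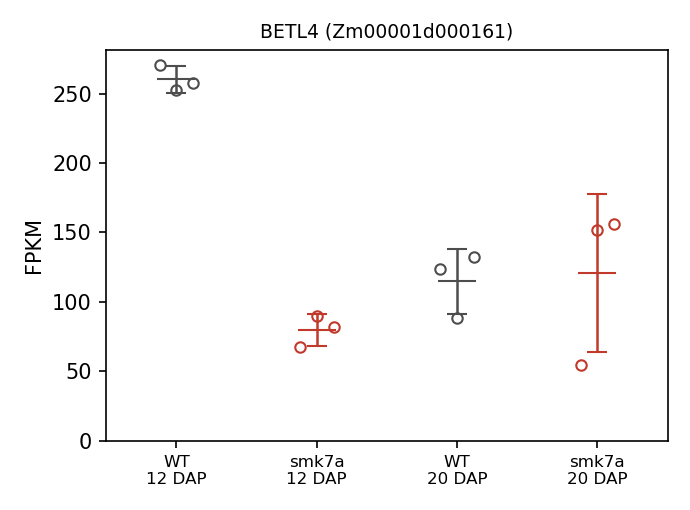
Expression of *BETL4* in FPKM (y axis) in WT (grey) and *smk7a* (red) kernels at 12 and 20 DAP (x axis). Circles are the 3 replicates, horizontal lines the means and error bars the SD. At 12 DAP all 3 *smk7a* replicates lie below all 3 WT replicates, and at 20 DAP the groups overlap.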

At 12 DAP, six genes were significantly downregulated in *smk7a*, namely, *BETL3*, *BETL4*, *BETL9*, *TCRR1*, *TCRR2*, and *SWEET4C*, while only the *SWEET4C* gene was significantly downregulated at 20 DAP. The expression levels of *BETL4*, *BETL9*, *TCRR1*, and *SWEET4C* in *smk7a* and WT were further verified using the quantitative real-time polymerase chain reaction (qRT-PCR) method (Figure S3A). The reduced expression of the BETL-specific genes in *smk7a* validated the development defects of the BETL cells.

To associate functions with the DEGs, we performed gene ontology (GO) enrichment analysis. The 20 most significantly (*p* < 0.05) enriched GO terms in the biological process, molecular function, and cellular component categories are presented in Figure S3. 

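GO terms were taken from the annotation deposited with the FPKM, and each term was tested with Fisher's exact test (two-sided) against the annotated tested genes without it. At 12 DAP 281 annotated genes were tested. The terms were picked after the data had been seen, and 6 tests with at least 3 genes were run over the 2 stages. At 12 DAP, 2 of 25 tested genes (8.00%) with the term chloroplast were lower in *smk7a* past both thresholds, compared with 3.13% of the other 256 genes (Fisher's exact test, p = 0.220, 0.440 after Benjamini-Hochberg adjustment over the 6 tests). For the term extracellular region, 3 of 9 tested genes (33.3%) were higher in *smk7a*, compared with 18.0% of the other 272 genes (exact test, p = 0.375, adjusted p = 0.452). Both shares were larger than among the other genes, but with so few genes neither difference could be told apart from chance. After median of ratios scaling the shares were 16.0% against 7.81% for chloroplast and 22.2% against 6.62% for extracellular region. Their unadjusted p-values from Fisher's exact test were 0.248 and 0.128. The other terms held fewer tested genes. Starch biosynthetic process and amyloplast had 1 gene each, cell differentiation and lipid catabolic process had 2 each, and hydrogen peroxide catabolic process and heme binding had 1 each. Nutrient reservoir activity was annotated to 5 genes of the table, none of which was tested, because the highest value of any of them in any sample was 0.299 FPKM.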

At 12 DAP, the downregulated genes were mainly enriched in the BP term “starch biosynthetic process”, the MF term “nutrient reservoir activity”, and the CC terms “chloroplast and amyloplast”, while the upregulated genes were mainly enriched in the BP terms “cell differentiation”, “lipid catabolic process”, and “hydrogen peroxide catabolic processes”, the MF term “heme binding”, and the CC term “extracellular region” (Figure S2A). At 20 DAP, the downregulated genes were significantly enriched in the BP term “secondary metabolite biosynthetic process”, the MF term “nutrient reservoir activity”, and the CC term “extracellular region”, while the upregulated genes were mainly enriched in the BP terms “defense response” and “hydrogen peroxide catabolic processes”, the MF term “sequence-specific DNA binding”, and the CC terms “extracellular region” and “plant type cell wall” (Figure S2B).

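At 20 DAP, 262 annotated genes were tested. For the term extracellular region, 1 of 7 tested genes (14.3%) was lower in *smk7a* past both thresholds, compared with 0.392% of the other genes (Fisher's exact test, p = 0.0528, 0.317 after Benjamini-Hochberg adjustment). Across the alternatives the unadjusted p of this exact test ranged from 0.00182 to 0.0564, with 2 of 7 genes lower under median of ratios scaling. None of the 7 genes was higher past both thresholds (exact test, p = 0.598). For defense response 1 of 3 tested genes was higher (exact test, p = 0.376, adjusted p = 0.452), and for sequence-specific DNA binding 2 of 5 were (exact test, p = 0.154, adjusted p = 0.440). After median of ratios scaling, no gene of either of these terms was higher past both thresholds. No term passed an adjusted p-value of 0.05 at this stage. The term for secondary metabolite biosynthesis was annotated to 0 of the 720 genes.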

We further conducted Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the DEGs. 

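The deposited annotation assigns plant hormone signal transduction to 7 genes of the table. At 12 DAP, 5 of them were tested and 2 passed both thresholds, both higher in *smk7a*, while 0 were lower (2 of the 5 had an unadjusted p under 0.05). *Zm00001d002029* (protein TIFY 3B) was at 17.2 ± 1.33 FPKM (SD, n = 3) in *smk7a* and 8.19 ± 1.43 FPKM (SD, n = 3) in the WT, and *Zm00001d002143* (transcription factor TGA4) at 1.46 ± 0.452 and 0.482 ± 0.313 FPKM (SD, n = 3). After median of ratios scaling neither of these passed, and 1 gene was lower past both thresholds, *Zm00001d001961* of the SAUR family. At 20 DAP, 2 of the 7 genes were tested and 0 passed both thresholds. Both were higher in *smk7a* with a fold change below 2, *Zm00001d001961* with an adjusted p of 0.0164 and *Zm00001d002029* with one of 0.00296 from limma, and neither had an unadjusted p under 0.05 after median of ratios scaling. Of the 7 genes, *Zm00001d001945* (not tested) was lower in *smk7a* without overlap at both stages, as was *Zm00001d001961* at 12 DAP. Higher without overlap were *Zm00001d002029* at both stages, *Zm00001d002143* at 12 DAP, and *Zm00001d001961* and *Zm00001d001865* at 20 DAP. The 7 genes were chosen by their annotation after the data had been seen. Glycolysis/gluconeogenesis was assigned to 2 genes and fatty acid biosynthesis to 0 genes, too few for a test of enrichment.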

The results revealed that the “starch and sucrose metabolism” and “plant hormone signal transduction” were the most significantly enriched pathways for the downregulated genes in both development stages (Figure 4A,B), while the “fatty acid biosynthesis” and “glycolysis/gluconeogenesis pathways” were only enriched at 12 DAP (Figure 4A). 

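Of the genes analysed here, phenylpropanoid biosynthesis is assigned to 2 peroxidase genes, and 1 of them was expressed enough to be tested. *Zm00001d002004* (Peroxidase 16) was at 4.98 ± 0.733 FPKM in *smk7a* and 4.40 ± 0.689 FPKM in the WT at 12 DAP (SD, n = 3 each), a difference within the spread between replicates. At 20 DAP it was at 5.35 ± 0.550 FPKM in *smk7a* and 14.7 ± 1.83 FPKM in the WT (SD, n = 3 each). The log2 fold change at 20 DAP was -1.44 (SE 0.13, adjusted p = 0.000104 from limma), and the gene also passed after median of ratios scaling. *Zm00001d002042* (Peroxidase 52) did not exceed 1 FPKM in any sample.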

For the upregulated genes, the “phenylpropanoid biosynthesis” pathway was significantly enriched in the two development stages (Figure 4A,B).

These results suggest that the expression of the genes with starch synthesis and nutrient accumulation functions was suppressed in *smk7a* compared to that in the WT in both development stages. 

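Among the genes analysed here, the term starch biosynthetic process is annotated to *Zm00001d000002* (dull endosperm1), a starch synthase gene that was chosen after its values had been seen. At 12 DAP its expression was 52.2 ± 7.13 FPKM (SD, n = 3) in the WT and 14.8 ± 4.98 FPKM (SD, n = 3) in *smk7a*, a log2 fold change of -1.86 (SE 0.27, adjusted p = 0.00151 from limma). With each replicate left out in turn it ranged from -2.02 to -1.55. At 20 DAP its expression was 32.2 ± 3.81 FPKM (SD, n = 3) in the WT and 27.4 ± 0.652 FPKM (SD, n = 3) in *smk7a*, with all *smk7a* replicates below all WT replicates (two-sided exact permutation test, p = 0.1, the smallest possible). The log2 fold change at 20 DAP was -0.23 (SE 0.11, adjusted p = 0.0845), and -0.80 (adjusted p = 0.00162) after median of ratios scaling. From the GO terms and pathways enriched among the DEGs, the paper proposes that the genes for starch synthesis and nutrient accumulation were suppressed in *smk7a* in both stages.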

The suppressed transcriptional activity of these genes could be the major reason for the defective development of the *smk7a* endosperm and embryo.

### 2.4. Suppressed Expression of Genes Involved in Starch Synthesis and Protein Storage in smk7a

Starch and storage protein accumulation is essential for kernel development and yield formation. 

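The KEGG pathway of starch and sucrose metabolism is assigned to 2 of the 720 genes analysed here. *INCW4* (*Zm00001d001941*, invertase cell wall4) was at 0.645 ± 0.371 FPKM in *smk7a* and 0.200 ± 0.112 FPKM in the WT at 12 DAP, and at 0.411 ± 0.146 and 0.304 ± 0.202 FPKM at 20 DAP (SD, n = 3 each). It exceeded 1 FPKM in a single sample, the second *smk7a* replicate at 12 DAP with 1.06 FPKM, and was not tested with limma. At 12 DAP all *smk7a* values of *INCW4* lay above all WT values (two-sided exact permutation test, p = 0.1, the smallest possible). At 20 DAP the values overlapped (exact test, p = 0.5). *Zm00001d001944*, described as the insoluble isoenzyme CWINV3 of beta-fructofuranosidase, was listed at 0 FPKM in all samples at 12 DAP and had a mean of 0.0311 FPKM in the WT at 20 DAP. The other genes of the pathway were not analysed here.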

Our RNA-seq results revealed that the genes that participated in the “starch and sucrose metabolism” pathway were significantly downregulated in *smk7a* compared to that in the WT (Figure 4). In the starch synthesis process, sucrose, glucose, and fructose are first imported into the endosperm cell and are metabolized to hexose phosphates. Then, these hexose phosphates serve as substrates for starch biosynthesis in the amyloplast [32,33]. The sucrose synthase *SH1*, *SUS2,* and *SUS3* functions for converting sucrose into fructose and uridine-diphosphoglucose (UDPG) were downregulated in the *smk7a* by 6.9–13.9-fold at 12 DAP and 0.9–1.9-fold at 20 DAP. The hexokinase (HEX) phosphorylates hexoses forming hexose phosphate, *HEX1*, and *HEX5* genes were downregulated in *smk7a* by 2.3–5.0-fold and 1.0–1.8-fold at 12 and 20 DAP, respectively (Figure 5A). The interconversions among fructose 6-phosphate (F6P), glucose 6-phosphate (G6P), glucose 1-phosphate (G1P), and UDPG were catalyzed by phosphohexose isomerase (PHI), phosphoglucomutase (PGM), and UDP-glucose pyrophosphorylase (UGP), and four related genes were also found to have a reduced expression in *smk7a* (Figure 5A). The ADP-glucose pyrophosphorylase genes (APGs) catalyze the first step in starch biosynthesis, which is also the limiting step. Five APGs were significantly downregulated in *smk7a*, including *SH2 and BT2*, the expressions of which were decreased by 9.2- and 26-fold, respectively, at 12 DAP (Figure 5A). During the starch synthesis in the amyloplast, the expressions of the genes with amylose synthase (such as *WX1*, *GBSSI*, and *GBSSIb*), amylopectin synthase (*SSIV*, *SSV*, and *SSI*), branching enzyme *(SBE)*, and starch debranching enzyme (*SU1*) functions were all significantly reduced (Figure 5A and Table S4). To further verify these results, the expression levels of *SH1*, *SH2*, *WX1*, *BT2*, *AGP*, and *SSI* in *smk7a* and the WT were examined using the qRT-PCR method (Figure S3B). The overall downregulation of the expression of the genes with starch and sucrose metabolism pathway functions was in agreement with the lower starch content in *smk7a* at 12 and 20 DAP and in the mature stage.

We further checked the expression of the sugar transporter genes since the soluble sugar content was higher in *smk7a* compared to that in the WT. We detected 19 transporters, including SWEETs, sugar transporter proteins (STPs), and sucrose transporters (SUTs), which were expressed differently in *smk7a* and the WT, and 14 of these genes were upregulated in at least one development stage (Figure 5B and Table S5). These results suggest that suppressed starch synthesis may act as a feedback signal for stimulating sugar transport from the maternal tissue to the kernel endosperm, even when the development of the BETL cells is defective.

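The sugar transporter analysed here is *SWEET1a* (*Zm00001d000222*). At 12 DAP it was at 32.0 ± 7.82 FPKM (SD, n = 3) in *smk7a* and 10.9 ± 1.92 FPKM (SD, n = 3) in the WT, a log2 fold change of 1.54 (SE 0.21, adjusted p = 0.00122 from limma). At 20 DAP it was at 27.1 ± 4.17 FPKM (SD, n = 3) in *smk7a* and 6.30 ± 1.24 FPKM (SD, n = 3) in the WT, a log2 fold change of 2.10 (SE 0.17, adjusted p = 0.000104). At both stages the *smk7a* and WT values did not overlap (two-sided exact permutation test, p = 0.1 at each, the smallest possible). Adjusted over the 5 tested genes that the paper names, the p-values were 0.000301 and 6.42e-06. The log2 fold changes after median of ratios scaling were 1.05 and 1.53. The fold changes differed between the stages by 0.56 (SE 0.29, adjusted p = 0.206 from limma's interaction term), and this difference passed an adjusted p of 0.05 only with sample quality weights.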

Moreover, we also found that 23 genes related to protein storage under the GO term “nutrient reservoir activity” (GO: 0045735) were significantly downregulated in *smk7a*. It should be noted that central player transcript factors O2, O11, and PBF were also downregulated in *smk7a* in both development stages (Figure 5C and Table S6). These results provide a sufficient explanation for the reduced zein protein content in *smk7a* compared to that in the WT.

### 2.5. Disrupted Expression of Genes Related to IAA Synthesis and Signaling in smk7a

Studies have reported that phytohormones such as auxin, cytokinins, and brassinosteroids play an important role in plant seed development. In this study, the IAA content in *smk7a* was significantly lower, and our RNA-seq results also revealed that the expression of the key genes involved in auxin synthesis was decreased in *smk7a* (Figure 6 and Table S7). The tryptophan aminotransferase (*TAA1/TAR*) genes convert tryptophan to indole-3-pyruvic acid (IPA). Mutations in the *TAA1/TAR* of *Arabidopsis* lead to a dramatic reduction in the free IAA level. Three TAR genes were found to be downregulated in *smk7a* at 12 DAP, while the expression level of *TAR1* and *TAR3* increased at 20 DAP. *ZmYUC1*, a flavin-monoxygenase, which is the key enzyme related to auxin biosynthesis in maize endosperm, was significantly downregulated (by 6.1-fold) in *smk7a* at 12 DAP. The suppressed IAA synthesis also caused a disturbance of the IAA signaling. The expression levels of the core auxin signaling factors, including 10 auxin/indole-3-acetc acid (Aux/IAA), five auxin responsive factors (ARFs), six Gretchen Hagen3 (GH3), and seven small auxin RNA (SAUR) were changed in *smk7a* (Figure 6). 

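By their descriptions in the table, 7 of the genes analysed here belong to these families. They were picked by annotation after the data had been seen and were not matched to the gene names in Figure 6. By its caption that figure shows DEGs only, so these 7 genes may not be among them. At 12 DAP 5 of the 7 were tested and 0 passed both thresholds, with 1 at an unadjusted p under 0.05. At 20 DAP 4 were tested and 0 passed, with 1 at an unadjusted p under 0.05. Under median of ratios scaling 1 gene, a SAUR gene, was lower past both thresholds at 12 DAP and 0 passed at 20 DAP, where 3 had an unadjusted p under 0.05. The Aux/IAA gene *Zm00001d000288* (IAA29) was at 7.80 ± 1.01 FPKM in *smk7a* and 8.41 ± 1.47 FPKM in the WT at 12 DAP, and at 11.9 ± 1.14 and 11.0 ± 1.75 FPKM at 20 DAP (SD, n = 3 each). Its adjusted p from limma was 0.655 at 12 DAP and 0.451 at 20 DAP. Under median of ratios scaling it was lower in *smk7a* at both stages, with an adjusted p of 0.0225 at 12 DAP and 0.0685 at 20 DAP and a fold change below 2. The ARF gene *Zm00001d000358* was at 6.21 ± 1.92 FPKM in *smk7a* and 3.96 ± 0.888 FPKM in the WT at 12 DAP, and at 2.28 ± 0.206 and 2.13 ± 0.502 FPKM at 20 DAP (SD, n = 3 each). A further ARF gene, *Zm00001d001879*, was at 5.75 ± 1.74 and 4.22 ± 1.23 FPKM at 12 DAP and at 3.43 ± 0.281 and 2.89 ± 0.0952 FPKM at 20 DAP (SD, n = 3 each). With the FPKM as deposited, both of these ARF genes were higher in *smk7a* at both stages. The values did not overlap for *Zm00001d000358* at 12 DAP and *Zm00001d001879* at 20 DAP (two-sided exact permutation test, p = 0.1 for each, the smallest possible). Median of ratios scaling reversed the direction of *Zm00001d001879* at 12 DAP and of both genes at 20 DAP. The ARF gene *Zm00001d001945* stayed below 1 FPKM in all samples and was not tested with limma. It was lower in *smk7a* at both stages without overlap, at 0.172 ± 0.0777 FPKM against 0.319 ± 0.0152 FPKM in the WT at 12 DAP and at 0.238 ± 0.104 against 0.504 ± 0.104 FPKM at 20 DAP (SD, n = 3 each, two-sided exact permutation test, p = 0.1 at each stage, the smallest possible).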

In the presence of low-level intracellular auxin, AUX/IAA proteins inhibit the function of ARF proteins. Based on our RNA-seq, nine of the 10 AUX/IAAs were upregulated in *smk7a*, while all five ARFs were downregulated in *smk7a* (Figure 6). These results suggest that auxin synthesis and signaling were suppressed in *smk7a*, which may be the major cause of the reduced number of cells in the *smk7a* endosperm.

### 2.6. Genetic Analysis and Fine Mapping of the smk7a Mutant

Our previous study reported that *smk7a* mutant was controlled by a recessive gene located in the 120 kb region on chromosome 2 [34]. To further narrow down its location, we genotype another F_2_ population of 1056 homozygous mutant kernels using newly developed insertion and deletion markers (Table S8); however, no new recombination was detected at this interval. 

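The table lists 5 genes with identifiers from *Zm00001d001819* to *Zm00001d001825*. *Zm00001d001819*, *Zm00001d001824* and *Zm00001d001825* were above 1 FPKM in all 12 samples, while the highest value in any sample was 0.368 FPKM for *Zm00001d001820* and 0.802 FPKM for *Zm00001d001823*. With a minimum of 0.5 FPKM in at least 1 sample, 4 of the 5 genes passed. *Zm00001d001819* ranged from 1.08 to 2.35 FPKM over all samples, and its log2 fold change was 0.29 (SE 0.20, adjusted p = 0.252 from limma) at 12 DAP and 0.19 (SE 0.26, adjusted p = 0.509) at 20 DAP. Neither passed the test, though its *smk7a* and WT values did not overlap at 12 DAP. *Zm00001d001824*, which encodes a Dof zinc finger protein, was at 96.7 ± 12.9 FPKM (SD, n = 3) in *smk7a* and 61.6 ± 2.75 FPKM (SD, n = 3) in the WT at 12 DAP, a log2 fold change of 0.64 (SE 0.14, adjusted p = 0.00605). This fold change was 0.16 after median of ratios scaling (adjusted p = 0.411). At 20 DAP it was at 52.5 ± 6.88 and 47.0 ± 12.4 FPKM (SD, n = 3 each), with a log2 fold change of 0.18 (SE 0.19, adjusted p = 0.397). *Zm00001d001825* was at 6.71 ± 0.893 and 5.14 ± 0.715 FPKM at 12 DAP (SD, n = 3 each, log2 fold change 0.38, SE 0.17, adjusted p = 0.0920) and at 4.26 ± 0.412 and 2.84 ± 0.354 FPKM at 20 DAP (SD, n = 3 each, log2 fold change 0.57, SE 0.14, adjusted p = 0.00736). Its fold change at 20 DAP after this scaling was 0.02 (adjusted p = 0.932). The fold change of none of the 3 genes exceeded 2. The direction reversed after this scaling for *Zm00001d001819* at both stages, *Zm00001d001824* at 20 DAP and *Zm00001d001825* at 12 DAP.

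**Figure D3:**
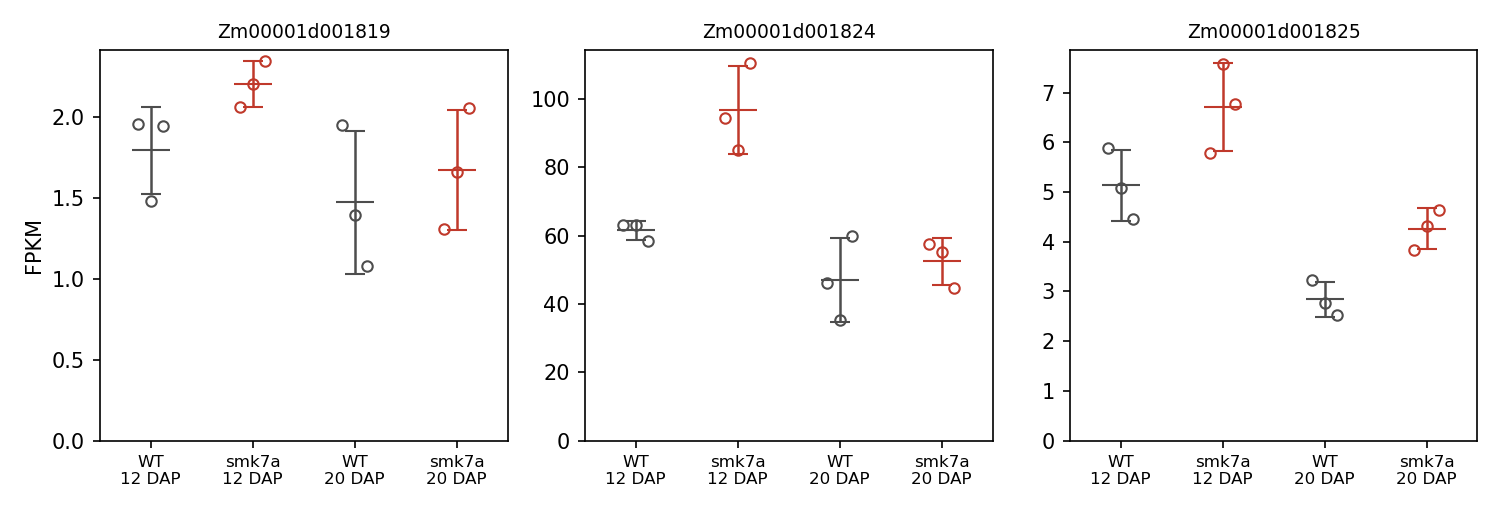
Expression in FPKM (y axis) of the 3 genes of the mapping region above 1 FPKM, in WT (grey) and *smk7a* (red) kernels at 12 and 20 DAP (x axis). Circles are the 3 replicates, horizontal lines the means and error bars the SD. The *smk7a* and WT values do not overlap for *Zm00001d001819* and *Zm00001d001824* at 12 DAP and for *Zm00001d001825* at 20 DAP.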

The RNA-seq results revealed that only three genes exhibited an expression level greater than 1 fragment per kilobase of the transcript per million fragments (FPKM) in at least one of the samples in this region. *Zm00001d001819* encodes an N-acetylglucosaminyl-phosphatidylinositol de-N-acetylase, *Zm00001d001824* encodes a Dof zinc finger protein, and *Zm00001d001825* encodes a transducin/WD40 repeat-like superfamily protein.

## 3. Discussion

The maize kernel has been used extensively as a valuable model for cereal kernel development studies. The development of the maize kernel can be divided into three stages: the early development, filling, and dehydration stages [1]. In the early development stage (about 0–15 DAP), the embryo and endosperm cells are quickly divided and differentiated into specific tissues. In the filling stage (about 15–45 DAP), the embryo and endosperm start to accumulate starch and to store protein lipids and vitamins [35]. Then, the kernel enters the mature stage and begins to dehydrate (about 45–60 DAP) [36]. Kernel mutants with developmental defects in different stages have been characterized, and a great number of genes have been cloned [7,8]. These studies have provided valuable information for unveiling the gene regulation network of maize kernel development.

In this study, we characterized a small-kernel mutant *smk7a*, which exhibited arrested embryo and endosperm development compared to the WT. The small and pale *smk7a* kernels with irregular embryo and endosperm can be clearly distinguished from the WT at 12 DAP. These results suggest that the mutant phenotype of *smk7a* first occurred before 12 DAP. This phenotype of *smk7a* is quite similar to some kernel mutants with variant genes related to early maize kernel development. For example, the *dek15* mutant exhibits a defective endosperm and embryo in the early stage, and the embryos appear to be more severely affected than the endosperm. The *DEK15* encodes cohesin-loading complex subunit SCC4, and the loss of the SCC4 function leads to defects in the cell division and early kernel development [37]. Both embryo development and endosperm development are delayed in the *smk4-1* mutant compared with that in the WT at 8 DAP. *SMK4* encodes an E-subclass PPR protein, which is exclusively localized in mitochondria [38]. The *smk1* mutation leads to defects in the assembly of complex I, which results in the arrest of the embryo and endosperm in the early development stage [39]. Thus, we speculate that the functional gene controlling the *smk7a* phenotype may play an important role in early kernel development.

Our cytological observations also revealed that the BETL morphology is impaired in *smk7a*. The *smk7a* BETL developed less-elongated cells and had very few cell wall ingrowths. The RNA-seq results revealed that the expression levels of several BETL-specific genes were significantly downregulated. Defective BETL development usually results in reduced sucrose transport from the maternal plant to the endosperm, and it ultimately leads to suppressed starch synthesis and endosperm development [6,40,41]. For example, *ENB1* encodes a cellulose synthase 5 that directs the synthesis of cell wall ingrowths in maize BETL cells. The *enb1* mutant exhibits a drastic reduction in the formation of flange cell wall ingrowths in the BETL cells and impaired nutrient uptake and starch synthesis [22]. *ZmCTLP1* participates in lipid homeostasis in transfer cells. The loss of the function of *ZmCTLP1* results in irregular-shaped BETL cells with few wall ingrowths and significantly reduced starch, sugar, and protein contents in the mutant [4]. Based on our biochemical results, the starch content of *smk7a* was significantly lower, while the soluble sugar content was higher in *smk7a* compared to WT at 12 and 20 DAP. Further analysis revealed that the starch accumulation in the WT increased from 12 to 20 DAP, which was accompanied by a reduction of the soluble sugar content, indicating balanced conversion from soluble sugar to starch. In contrast, the soluble sugar content in *smk7a* increased from 12 DAP to 20 DAP. These results suggest that the sugar and starch metabolism was disrupted in *smk7a*.

The RNA-seq data revealed that at 12 and 20 DAP, the DEGs enriched in the “starch and sucrose metabolism” pathway were significantly downregulated. Starch began accumulating in the endosperm of the maize kernels at approximately 10 DAP, starting with the transport of sucrose (Suc) from the maternal plant to the endosperm. Suc was then converted into fructose (Fru) and glucose (Glu) by neutral invertase (NINV) or into Fru and UDPG by sucrose synthase [42]. The resulting Glu and Fru were then phosphorylated to generate hexose phosphates, including G6P, F6P, and G1P. G1P was then further activated by AGPase to produce ADP-glucose [43], which was the substrate for starch synthesis [44,45]. In our RNA-seq results, almost all of the DEGs involved in this sucrose metabolism process exhibited a decreased expression level in *smk7a*, including the well-known genes *SH1*, *SH2*, and *BT2*. *SH1* encodes sucrose synthase, and the loss of the function of *SH1* caused a significant reduction in the carbohydrates that flow to starch synthesis, ultimately contributing to the defects in the starch granule development and reduction of the starch content [46]. *SH2* and *BT2* encode AGPase and are rate-limiting enzymes in starch biosynthesis. Mutations in *SH2* and *BT2* resulted in greatly reduced starch production and increased sugar in the endosperm [47,48,49]. In *smk7a*, at 12 DAP, the expressions of *SH2* and *BT2* were decreased by 9.2- and 26-fold, respectively, compared to that in the WT. These results explain the increased soluble sugar contents of the *smk7a* kernels compared to that of the WT kernels. After the sugar was metabolized into ADP-glucose, starch was synthesized by multiple subunits or isoforms of five classes of enzymes, namely, AGP, SS, GBSS, SBE, and DBE [33]. In our RNA-seq, the expressions of amylose synthases WX1, GBSSI, and GBSSIb; amylopectin synthases SSIV, SSV, and SSI; branching enzyme SBE; and starch debranching enzyme SU1 were all significantly reduced in *smk7a* compared to those in the WT. All of the above results indicate that the process of starch synthesis is severely suppressed in *smk7a*, which could be the major reason for the defective phenotype of the *smk7a* kernel.

Our results also revealed that the accumulation of the major storage protein zein was significantly reduced in *smk7a* at 12 and 20 DAP and in the mature stage. Consistent with this, all of the zein genes in the “nutrient reservoir activity” term (GO: 0045735) were downregulated in *smk7a*. It should be noted that several key regulator factors, including O2, O11, and PBF, were also found to be downregulated in *smk7a*. O2 was the first bZIP transcription factor known to regulate the expression of zein genes by recognizing the O2 box in their promoters. Loss of the function of O2 results in a drastically decreased zein content [50]. Several studies subsequently reported that O2 not only acts as a master regulator of the zein-coding genes but can also physically interact with the prolamin-box binding factor (PBF) to regulate starch accumulation [51]. O11 is a central hub of the regulatory network for maize endosperm development and nutrient metabolism [52]. It works upstream to regulate carbohydrate metabolic enzymes and the key regulators (such as O2 and PBF). The decreased expression of these genes suggests that the mutation in *smk7a* has a noticeable effect on starch and nutrition accumulation. The candidate gene of *smk7a* may interact with these key regulatory factors and could play an important role in the complex regulatory network of maize kernel development.

IAA is the most abundant endogenous auxin in the maize kernel, and it plays an essential role throughout the entire kernel development process [53]. In *smk7a*, the free IAA content was only 58.3% and 85.0% that of the WT at 12 DAP and 20 DAP, respectively. These results suggest that IAA synthesis is suppressed in *smk7a*. The RNA-seq results revealed that the essential genes that participate in the IPA pathway for IAA biosynthesis, including *ZmYUC1* [54], *TAR1*, *TAR2*, and *TAR3* [55,56], are significantly downregulated in *smk7a*. Defective kernel (*dek*) mutants in maize have been shown to have altered levels of IAA. For example, *DE18* encodes the auxin biosynthesis gene *ZmYUC1*, and *de18* mutation causes a large reduction of the free IAA level compared with the WT, leading to a 40% reduction in the dry mass of the endosperm. Several studies have also reported that developing kernels may regulate growth by influencing the auxin level in response to the sugar concentrations. The *MN1* gene encodes a cell wall invertase [20,57], which is localized in the BETL and catalyzes the conversion of sucrose into glucose and fructose. Loss of the function of *MN1* results in pleiotropic changes, including reduced cell number and cell size, a lower kernel mass, and a lower free IAA level [58]. In addition, the *mn1* mutant also exhibits retarded wall ingrowth formation in the BETL cells. Gene expression analysis suggests that the expression of the *ZmYUC1* and *TAR1* genes is greatly reduced in *mn1* kernels. In *smk7a*, the BETL cells were impaired and wall ingrowth was reduced, which could be the result of disrupted sugar hormone signaling in the endosperm.

## 4. Materials and Methods

### 4.1. Plant Materials

In our previous study, a maize small-kernel mutant *smk7* was isolated from the EMS mutant library produced in our laboratory on the B73 genetic background [34]. However, its name is repeated with another kernel mutant reported in a recent study [59], and therefore, we renamed it as *smk7a*. Since the homozygote *smk7a* cannot grow into a normal plant, the mutants were maintained in heterozygote by continuous self-crossing and phenotype selection. The developing kernels of WT and *smk7a* used for cytological, biochemical, and transcriptome analysis in this study were collected from the same segregating ears of the M8 generation. The heterozygous plant (*smk7a*/WT) was crossed with Mo17 and Chang7-2 and then self-pollinated to generate F_2_ populations. The segregating F_2_ ear were used for genetic mapping of *smk7a*. Maize plants were grown under natural conditions at the Changping experimental station of the Institute of Crop Sciences, Chinese Academy of Agricultural Sciences, Beijing.

### 4.2. Light Microscopy and Scanning Electron Microscopy Observations of smk7a and WT Kernels

WT and *smk7a* kernels were acquired from the same heterozygous ear at 12, 16, 20, 25, and 30 DAP. Then, the kernels were cut along the longitudinal axis into half-sections and fixed at room temperature in formalin-aceto-alcohol (FAA) solution (90 mL of 70% ethanol, 5 mL of glacial acetic acid, and 5 mL of 37% formaldehyde). The fixed material was dehydrated in an ethanol gradient series (50%, 70%, 85%, 90%, and 100% ethanol), embedded in paraffin, and subsequently cut into 12 μm sections. The sections were stained with toluidine blue and observed under a microscope (BX53; Olympus, Tokyo, Japan).

The WT and *smk7a* kernels collected at 34 DAP were fixed in FAA. The fixed material was dehydrated in an ethanol gradient series and then treated with isoamyl acetate for 15 min twice to replace the remaining ethanol. Then, the material was subjected to critical point drying. The samples were then coated with Pt particles and analyzed under a scanning electron microscope (SU8020, Hitachi, Tokyo, Japan).

### 4.3. Measurement of Protein and Starch Contents

Mature WT and *smk7a* kernels were obtained from the same segregating ears at 12 and 20 DAP. After removing the pericarp and embryo, the endosperms of the WT and *smk7a* were each pooled and ground into powder. Three biological replicates were prepared for the starch and protein measurements. For the starch quantification, 100 mg of powder per sample was analyzed using an a-amylase/amyloglucosidase starch assay kit (K-TSTA, Megazyme, Ireland) according to the manufacturer’s instructions. The starch content of the mature seeds was determined as has been previously described by [60]. For the protein quantification, 50 mg of powder was used for the protein extraction according to the method described by [61]. Then, the protein content was measured using a Bradford Protein Assay Kit (PC0010, Solarbio, Beijing, China).

### 4.4. Measurement of Soluble Sugar and Free IAA Contents

The kernels of WT and *smk7a* collected at 12 and 20 DAP from the same heterozygous ear were ground into power in the presence of liquid nitrogen. The soluble sugar and IAA contents were determined by Wuhan Greensword Creation Technology Co., Ltd. (Wuhan, China) according to previously reported methods [62,63]. The soluble sugars were analyzed via ultra-high performance liquid chromatography-electron spray ionization-tandem mass spectrometry (UHPLC-ESI-MS/MS, Thermo Fisher Scientific, Inc., Waltham, MA, USA). The IAA analysis was performed using a Thermo Scientific Ultimate 3000 UHPLC system equipped with a TSQ Quantiva-Stage Quadrupole Mass Spectrometer (Thermo Fisher Scientific, Sunnyvale, CA, USA). Three biological replicates were prepared for each measurement.

### 4.5. RNA Sequencing Analysis

The total ribonucleic acid (RNA) was isolated from the kernels of WT and *smk7a* collected at 12 and 20 DAP using a RNA Easy Fast Extraction Kit (DP452, Tiangen, Beijing, China). A total of 1 μg of RNA per sample was used to construct sequencing libraries using a TruSeq Stranded mRNA LTSample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions, and index codes were added to attribute the sequences to each sample. Then, these libraries were sequenced using the Illumina HiSeqTM 2500 platform to generate 125 bp paired-end reads. Following the removal of low-quality reads and adaptor contaminants, the clean reads were mapped to the maize reference genome RefGen_V4 (ftp.ensemblgenomes.org/pub/plants/release-32/gff3/zea_mays/, accessed on 1 November 2018) using HISAT2 [64]. Only perfectly matching reads were further analyzed. The gene expression levels were estimated using the fragments per kilobase of the transcript per million fragments (FPKM) mapped. Differential expression analysis of the two groups was performed using DESeq2 [65]. The resulting *p* values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. The genes with an adjusted *p*-value of <0.05 and a fold change of >2 or <0.5 were assigned as differentially expressed.

Gene ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were conducted using R based on the hypergeometric distribution, and those with a q value of <0.05 were defined as significantly enriched terms or pathways.

### 4.6. RNA Extraction and Quantitative RT-PCR Verification

The quantitative real-time polymerase chain reaction (qRT-PCR) technique was used to verify the expression level of the differentially expressed genes (DEGs) related to the BETL development and starch synthesis process. The total RNA of the kernels from the WT and *smk7a* collected at 12 and 20 DAP was extracted using an RNA Easy Fast Extraction Kit (DP452, Tiangen, Beijing, China) and then transcribed into complementary deoxyribonucleic acid (cDNA) using qPCR RT Master Mix with gDNA Remover (KR116, TIANGEN, Beijing, China). The qRT-PCR reactions were carried out using Taq Pro Universal SYBR qPCR Master Mix (Q712-02, Vazyme, Nanjing, China). The qRT-PCR analysis was performed using a Bio-Rad CFX96 qRT-PCR system. The reaction was carried out using three biological replicates with three technical replicates, with tubulin as the endogenous control (*Zm00001d013367*). The relative expression values were calculated using the 2^−ΔΔCt^ method [66], and the *t*-test was conducted to analyze the significant differences. The specific primers for the qRT-PCR are listed in Table S9.

## 5. Conclusions

In summary, we characterized a small-kernel mutant *smk7a* of maize. Our results revealed that: (1) The early development of the embryo and endosperm of *smk7a* is seriously affected. (2) The starch and zein protein accumulation is lower in *smk7a* compared to in WT, and the expression levels of the DEGs involved in these processes are significantly suppressed in *smk7a*. (3) The auxin (IAA) content is lower in *smk7a* compared to in WT, and the DEGs that participate in IAA synthesis and signaling are downregulated in *smk7a*. (4) *smk7a* is a recessive gene located at chromosome 2. We speculate that *smk7a* may be related to the sugar and hormone signaling in the maize kernel and may play a crucial role in embryo and endosperm development.

## Figures and Tables

**Figure 1:**
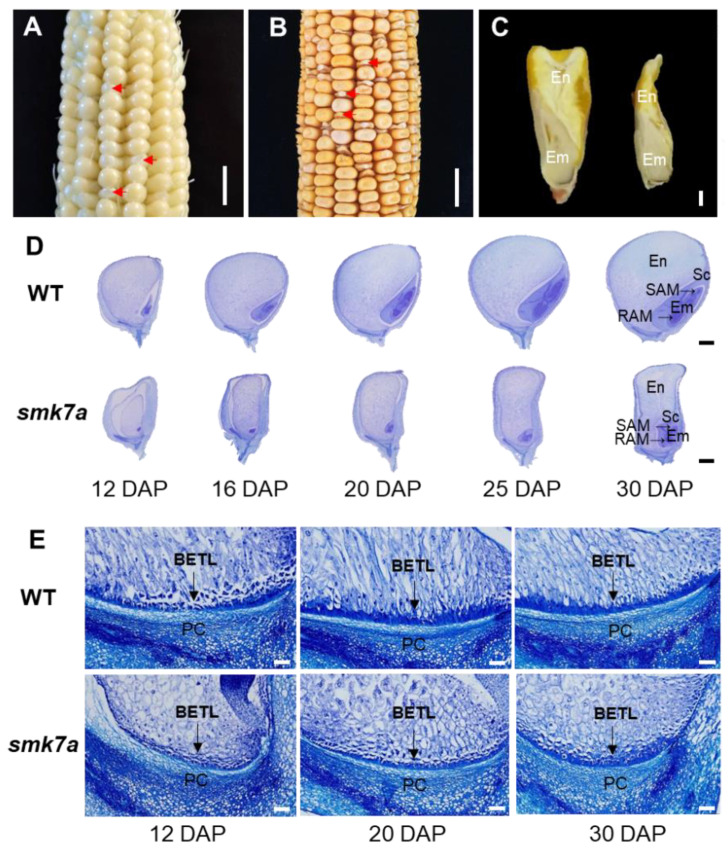
Phenotype features of the maize *smk7a* mutant. (**A**) An F_2_ ear of *smk7a*/WT at 12 DAP. The arrows indicate three randomly selected mutant kernels. The scale bar is 1 cm. (**B**) A mature F_2_ ear of *smk7a*/WT. The arrows indicate three randomly selected mutant kernels. The scale bar is 1 cm. (**C**) Examples of mature WT and *smk7a* kernels from the segregated F_2_. The scale bar is 1 mm. (**D**) Light microscopy analysis of immature kernels from the WT and *smk7a* collected at 12, 16, 20, 25, and 30 DAP. The scale bar is 1 mm. En, endosperm; Em, embryo; SAM, shoot apical meristem; RAM, root apical meristem. (**E**) Light microscopy analysis of BETL cells of the WT and *smk7a* kernels collected at 12, 20, and 30 DAP. DAP, days after pollination. BETL, Basal endosperm transfer layer; PC, placenta. The scale bar is 200 μm.

**Figure 2:**
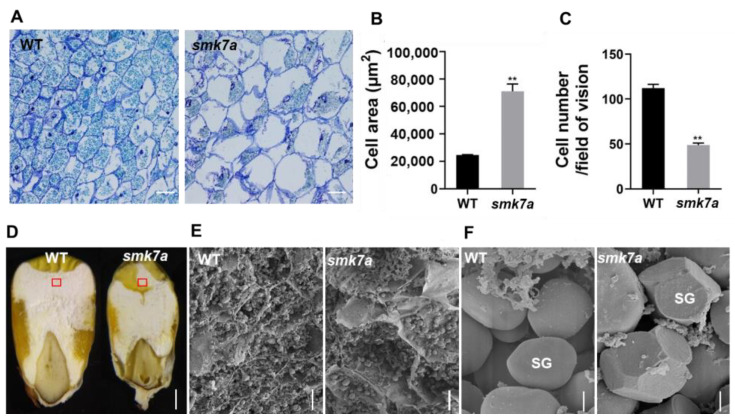
Comparison of the endosperm cells and starch granules in the WT and *smk7a*. (**A**) Light microscopy observation of the endosperm cells of the WT and *smk7a* kernels collected at 20 DAP. The scale bar is 100 μm. Comparison of the endosperm (**B**) cell area and (**C**) cell number between the WT and *smk7a*. The values are the means of the three replicates ± SD. Thirty cells were selected for statistical analysis for each replicate. ** denotes statistical significance at *p* < 0.01 according to the *t*-test. (**D**) Longitudinal section of the kernels collected from the WT and *smk7a* at 34 DAP. The red square indicates the region that was observed via scanning electron microscopy (SEM). The scale bar is 1 mm. (**E**) SEM analysis of the peripheral regions of the WT and *smk7a* endosperm collected at 34 DAP. The scale bar is 100 μm. (**F**) SEM analysis of the starch granules of the WT and *smk7a* endosperm. SG, starch granule. The scale bar is 10 μm.

**Figure 3:**
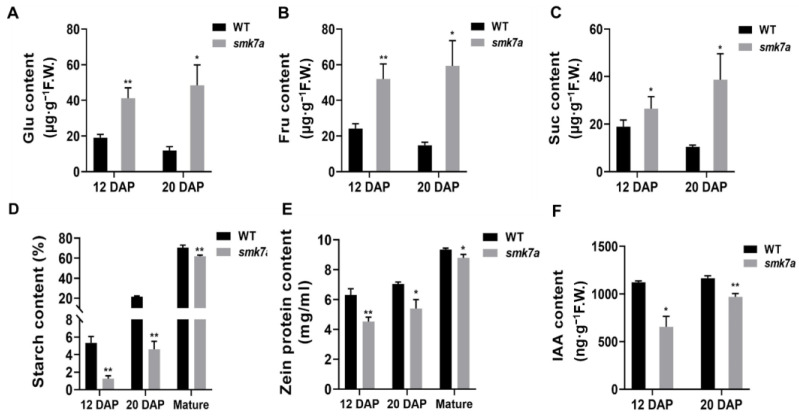
Comparison of biochemical values of kernels from the WT and *smk7a* mutant. (**A**–**C**) Comparison of the soluble sugar contents of the WT and *smk7a* at 12 and 20 DAP. Glc, glucose, Fru, fructose, Suc, sucrose. (**D**) Starch contents of the WT and *smk7a* at 12 and 20 DAP and in the mature stage. (**E**) Zein protein contents of the WT and *smk7a* at 12 and 20 DAP and in the mature stage. (**F**) Free IAA contents of the WT and *smk7a* at 12 and 20 DAP. All of the values are the means of the three replicates ± SD. ** denotes statistical significance at *p* < 0.01, and * denotes statistical significance at *p* < 0.05, according to the *t*-test when compared with the values of the WT.

**Figure 4:**
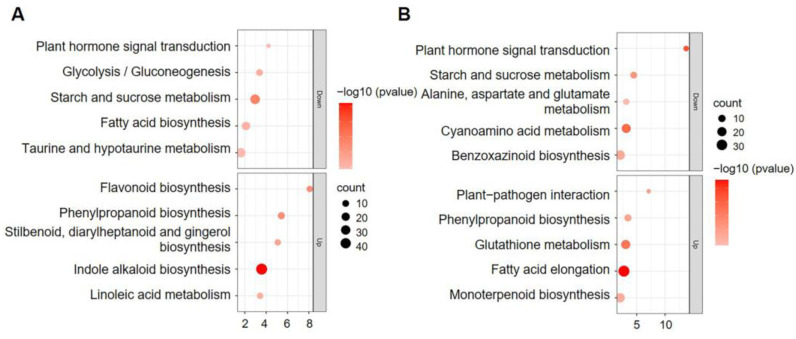
KEGG pathway enrichment analysis of differentially expressed genes between WT and *smk7a* at 12 and 20 DAP. (**A**) Top five KEGG enrichment pathways of the up- and down-regulated DEGs of *smk7a* compared to the WT at 12 DAP. (**B**) Top five KEGG enrichment pathways of up- and down-regulated DEGs of *smk7a* compared to the WT at 20 DAP. The *Y*-axis shows the KEGG pathway. The *X*-axis shows the −log 10 (q-value). The size of each dot represents the number of genes enriched in a particular pathway.

**Figure 5:**
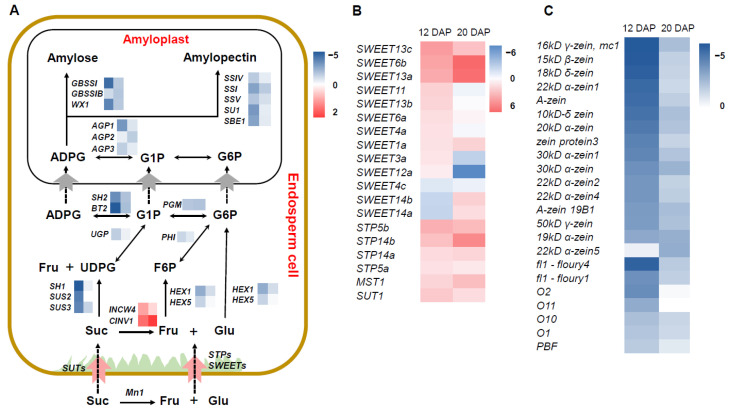
Heat maps of the DEGs that participate in the selected disrupted function or pathway. (**A**) Heat maps of DEGs enriched in starch and sucrose metabolism. The left side color bar represents 12 DAP, the right side color bar represents 20 DAP. (**B**) Heat maps of DEGs with the sugar transport function. (**C**) Heat maps of DEGs with IAA synthesis and signaling functions. The color bar indicates the log2 (fold change) values from small to large.

**Figure 6:**
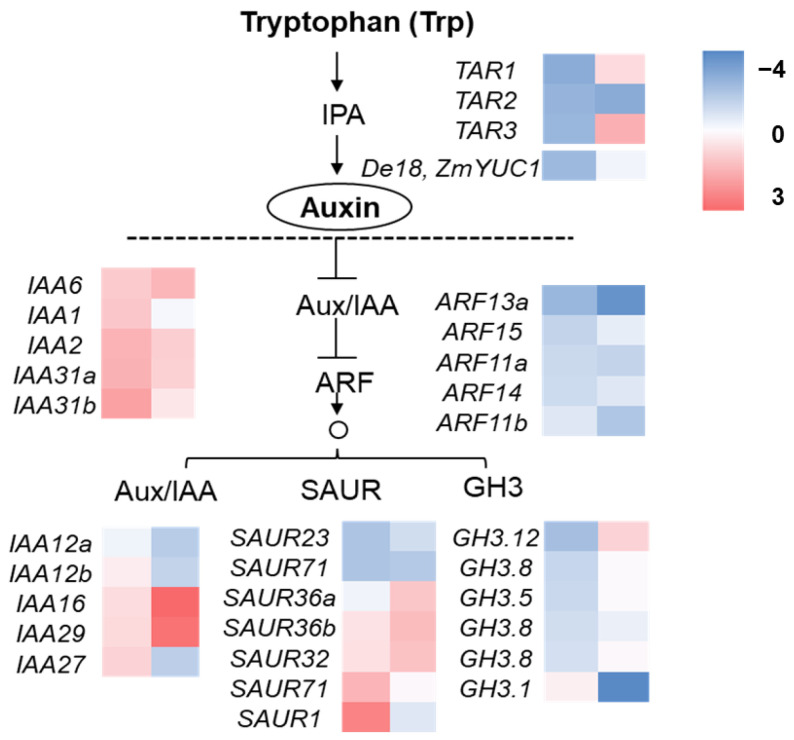
Heat maps of DEGs enriched in IAA synthesis and signaling functions. The color bar indicates the log2 (fold change) values from small to large. The left-side color bar represents 12 DAP, the right-side color bar represents 20 DAP.

**Table 1:** Comparison of the endosperm cell area and cell number between the WT and *smk7a* in the same field of vision.

	WT	*smk7a*	Percentage Change	*p* Value
Cell area (μm^2^)	24,616.84	71,077.38	188.7%	9.06 × 10^−6^
Cell number	112	49	−56.3%	2.02 × 10^−3^

## Data Availability

The data presented in this study are available in this article and Supplementary Materials. RNA-seq data have been deposited to the Genome Expression Omnibus (GEO) database, with the accession number of GSE221594.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants12020354/s1, Figure S1. Comparison of the kernels traits of WT and *smk7a*. Figure S2. GO enrichment analysis of the DEGs between WT and *smk7a* at 12 and 20 DAP. Figure S3. The qRT-PCR verification of the expression pattern of DEGs between WT and *smk7a*. Table S1. The genome mapping state of RNA-seq. Table S2. The differentially expressed genes between WT and *smk7a* at 12 DAP. Table S3. The differentially expressed genes between WT and *smk7a* at 20 DAP. Table S4. The differentially expressed genes enriched in starch and sucrose metabolism pathway. Table S5. The differentially expressed genes related to sugar transport. Table S6. The differentially expressed genes enriched in nutrient reservoir activity. Table S7. The differentially expressed genes related to IAA synthesis and signaling. Table S8. List of all primers for 14 Insertion/Deletion markers used in genetic mapping of *smk7a*. Table S9. Molecular marker primers used for qRT-PCR verification.

# Supplementary material for: Characterization and Transcriptome Analysis of Maize Small-Kernel Mutant smk7a in Different Development Stages
**Source:** Plants (Basel). 2023 Jan 12;12(2):354. doi: 10.3390/plants12020354
**Supplement:** Supplementary file 1

**Supplementary Figures**

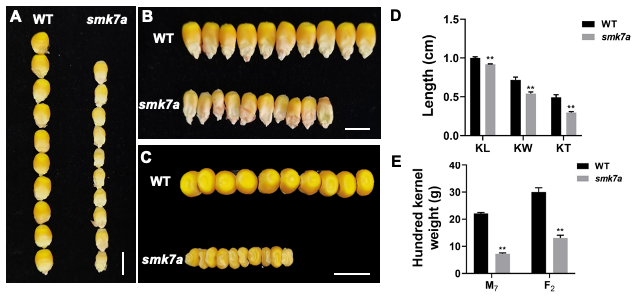

Figure S1 Comparison of the kernels traits of WT and *smk7a*. Phenotype comparison of the kernel length (A), width (B) and thickness (C) between WT and *smk7a*. Scale bar is 1cm. (D) Measurement of the kernel length (KL), width (KW) and thickness (KT) of WT and *smk7a*. (E) Comparison of the hundred kernel weight of the WT and *smk7a* from the seventh generation of the heterozygous mutant (*smk7a*/WT) and F_2_ generation. The values in (D) and (E) are the means of the three replicates ± SD. ** denotes statistical signiﬁcance with p < 0.01 by using a t-test when compared with the value in the WT.

Figure S2 GO enrichment analysis of the DEGs between WT and *smk7a* at 12 DAP (A) and 20 DAP (B). The red and purple bar represent the enrichment of the up-regulated and down-regulated DEGs, respectively. Y-axis shows the GO terms. X-axis shows the -log10 (p-value). The size of each dot represents the number of genes enriched in a GO term. Biological Process, BP; Cellular Component, CC; Molecular Function, MF.

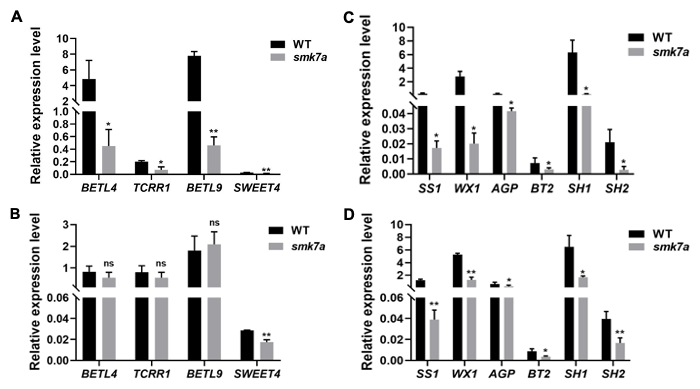

Figure S3 The qRT-PCR verification of the expression pattern of DEGs between WT and *smk7a*. Comparison of the expression level of the BETL-specific genes in WT and *smk7a* at 12 (A) and 20DAP (B). Comparison of the expression level of the starch and sucrose metabolism related genes in WT and *smk7a* at 12 (C) and 20DAP (D).

How the deposited data were processed for this re-analysis (not part of the article)

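RNA sequencing of whole kernels was analysed for 4 groups, the WT and the *smk7a* mutant at 12 and 20 DAP, with 3 biological replicates in each group and 12 samples in all. Genotype, stage and replicate number were taken from the sample labels and checked against the names of the value columns and the paper's Table S1. The paper states that the WT and *smk7a* kernels came from the same segregating ears, and the replicate numbers come from the sample labels. Which ears went into which replicate is not stated in the paper's text, so the replicate number was used as a block only in a second fit.

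The authors removed low-quality reads and adaptors, mapped the clean reads with HISAT2 to the B73 RefGen_V4 genome with the annotation of Ensembl Plants, and kept only perfectly matching reads. They deposited the expression of each gene in each sample as FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the sample). The paper's text does not name the program that made the FPKM. For their own differential expression tests the authors used DESeq2. Only FPKM were analysed here, so the tests were made with limma on a log scale. The copy of the deposited table analysed here lists genes in the order of their identifiers and ends after 720 genes, inside an annotation cell of the last one, so it was cut off and covers a part of the genome. It gives the genes' descriptions, GO terms and KEGG pathways beside the FPKM, and 0 further value columns were left unused. Of the paper's Table S2, the 1037 genes read here are likewise a part, all of them downregulated. Of the 720 gene identifiers, 0 matched the gene name table, whose assembly differs from the one of the files, so gene names are those of the deposited descriptions and of the paper, and no coordinates are given. A check of GC content or gene length was void because no gene had a value for either.

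The depth is that of the paper's Table S1, since FPKM hold no read totals. The uniquely mapped reads differed little between the groups, and the smallest and largest group medians were 43.3 M and 45.6 M reads. Sampling error of single genes was not computed from FPKM, and all errors given are SDs between replicates or limma's standard errors.

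A pseudocount of 0.1 FPKM was added before log2. Genes above 1 FPKM in at least 3 samples of a comparison were tested. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend in the prior variance), with Benjamini-Hochberg adjustment over the genes tested, and all adjusted p-values of single genes are from limma. A gene counted as differentially expressed with an adjusted p-value under 0.05 and a fold change above 2. The comparisons were *smk7a* against WT at 12 DAP and at 20 DAP, each over the 6 samples of the stage, the difference between these 2 fold changes (the stage interaction) over all 12 samples, and *smk7a* at 20 DAP against WT at 12 DAP. The design set FPKM as deposited as the scaling for a table of fewer than 10000 genes, with median of ratios scaling over the genes tested as the alternative. For single genes it is also stated whether the 3 *smk7a* values overlap the 3 WT values, with the two-sided exact permutation test, which cannot go below p = 0.1 here. Shares of GO terms were compared by Fisher's exact test. Tables and other tests were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

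The limma step was tested on simulated data, 20 runs of 365 genes with the WT means and the replicate spread of the genes tested at 12 DAP, of which 60 genes were raised or lowered by 2 on the log2 scale and all genes were shifted by 0.5 in 1 group. It recovered 96.3% of the changed genes with the values as simulated and 95.3% after median of ratios scaling. The share of false calls was 9.92% and 1.42%, respectively. All simulated changes were well above the fold-change threshold, so the recovery of changes near it was not tested.

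The genes named in the text follow a rule set in the design. They are the genes analysed here that the paper names in its results and that the paper, its Table S2 or the gene name table pairs with an identifier, the 3 largest rises and 3 largest falls at each stage among the genes past both thresholds whose *smk7a* and WT values do not overlap, the 3 largest stage interactions, and the 3 genes with the largest share of all FPKM in each group. For *SWEET1a* and *INCW4*, which the paper names in a figure, the identifier was paired through the descriptions deposited with the FPKM, which the rule did not list. Genes outside the rule are marked as chosen after their values were seen. The alternatives were pseudocounts of 1 and 0.01, 3 other filters on low FPKM, 3 other scalings, limma without the variance trend or with sample quality weights, the replicate block, 1 fit over all 12 samples, no fold-change threshold, a test against a fold change of 1.5, and leaving out each replicate in turn. The planned gene set tests of starch and sucrose metabolism and of nutrient reservoir activity were not run, because 0 of the genes in the table had these annotations in Table S2. The qRT-PCR, cytological and biochemical measurements of the paper are not analysed here.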

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

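All tests in this part were chosen after the results they bear on had been seen, except the comparison of genes near the mapping region with genes elsewhere.

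The effect of *smk7a* differed between 12 and 20 DAP for 45 of 375 genes by limma's interaction term with Benjamini-Hochberg adjustment (fold change above 2 and adjusted p under 0.05), and what drew attention to them is this difference between the stages. The fold change of *smk7a* over WT was higher at 20 than at 12 DAP for 25 of them and lower for 20. On the log2 scale the difference was 1.66 for *BETL4* (*Zm00001d000161*) and 1.64 for dull endosperm1 (*Zm00001d000002*), both lower in *smk7a* at 12 DAP. It was 3.60 for *Zm00001d002132*, 4.40 for *Zm00001d000134* and 3.72 for *Zm00001d000237* (cis-zeatin O-glucosyltransferase1). It was -2.84 for *Zm00001d000001* (polyphenol oxidase1), -2.92 for *Zm00001d002160*, and -1.62 for *Zm00001d002004* (Peroxidase 16). The value of *Zm00001d000134*, with 1 *smk7a* replicate at 12 DAP listed at 0 FPKM, depended on the pseudocount and ranged from 1.99 to 5.86 across the alternatives. For *BETL4* the adjusted p from limma was 0.0226 and ranged from 0.000286 to 0.0554 across the alternatives, and it was the only one of these 8 genes for which it exceeded 0.05 in any of them.

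A different share of the reads taken by a few genes at the 2 stages is a candidate explanation. After median of ratios scaling 46 genes passed, and 43 of the 45 were among them, so that scaling accounts for few of the genes. Replicate 2 of *smk7a* at 12 DAP is a further candidate, since the genes above 1000 FPKM in Table S2 summed higher in it than in the other *smk7a* replicates. Without it 40 of the 45 genes still passed. With the replicate block 36 of the 45 passed. GC content and gene length were not tested, since no gene had a value for them.

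Other groupings of the 12 samples gave a mixed answer. In the scheme that was run first, *smk7a* and WT were swapped within same-numbered pairs, and 5 of the 32 splits, the real one included, gave at least 45 genes. The other 4 gave 55 to 199 genes. After median of ratios scaling 4 of the 32 splits gave at least as many genes as the real one. The 199 genes came from the split that swaps all 3 pairs at 20 DAP, which adds the *smk7a* effects of the 2 stages in place of subtracting them, so the scheme also counts genes with a shared effect and does not test the interaction alone. A second scheme, which moves whole pairs of *smk7a* and WT between the stages, was chosen after the first had been seen, and 1 of its 10 splits, the real one, gave as many genes. The other 9 gave 0 genes past both thresholds, with 0 to 9 genes at an unadjusted p under 0.05 against 125 in the real split. After median of ratios scaling the other 9 also gave 0 genes, with 0 to 12 at an unadjusted p under 0.05 against 132. The other splits of the second scheme put samples of both stages together, and real differences between the stages widen the spread within the groups. Their low numbers were therefore likely from the outset. With 10 splits the share cannot fall below 10% whatever the data, so chance is not excluded by this count. That the effect of *smk7a* on these genes changes between the stages, as the sampling times would allow, remains a hypothesis.

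*Zm00001d001826*, the gene with the next identifier after the 3 expressed genes of the mapping region, had a log2 fold change of 2.20 at 20 DAP (SE 0.27, adjusted p = 0.000308 from limma, from 0.000300 to 0.0155 across the alternatives). The paper does not discuss it. It was at 2.63 ± 0.782 FPKM (SD, n = 3) in *smk7a* and 0.481 ± 0.0869 FPKM (SD, n = 3) in the WT, and all 3 *smk7a* samples were above all 3 WT samples (two-sided exact permutation test, p = 0.1, the smallest possible). At 12 DAP the difference did not pass (log2 fold change 1.21, adjusted p = 0.0969 from limma), although it did in 1 fit over all 12 samples. The difference between the stages did not pass either (0.99, adjusted p = 0.315, from 0.0406 to 0.547 across the alternatives), except without replicate 2 of *smk7a* at 12 DAP (1.58).

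A few genes taking more of the reads in the WT do not account for it, as the log2 fold change was 1.69 after median of ratios scaling and still past both thresholds. Sequence differences between the *smk7a* and WT chromosomes at the mapping region could shift its FPKM, since only perfectly matching reads were kept. Such differences may be few, as the paper describes *smk7a* as an EMS mutant in the B73 background and the kernels as coming from the same segregating ears. With them, genes within 50 identifiers of the region might differ more than genes elsewhere. Their median absolute log2 fold change at 20 DAP, relative to the median of all genes, exceeded that of the other tested genes with identifiers from *Zm00001d001763* on by 0.031 (59 genes against 156, with the tested genes of lower identifiers left out, permutation test with 100000 resamples, two-sided p = 0.619), and at 12 DAP the difference was -0.07 (p = 0.348, 0.619 after Benjamini-Hochberg adjustment). The test takes absolute fold changes and so does not see their direction. A variant on the *smk7a* chromosome would lower the FPKM of *smk7a* under perfect matching, against the direction found, and a variant on the WT chromosome in this 1 gene cannot be told apart from the pattern by a test of its neighbours, a reading of the test that was adopted after its value was known.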

How the results depend on the processing

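The alternatives were set before the data were examined, except the replicate block combined with median of ratios scaling, which was added after. The GO terms were also chosen after the data had been seen.

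Scaling changed the split of the DEGs most. With median of ratios scaling the DEGs at 12 DAP were 58, with 28 higher and 30 lower in *smk7a*, against 83 with 68 higher and 15 lower for the FPKM as deposited. With 75th percentile scaling there were 31 higher and 29 lower, with the factor from Table S2 27 higher and 30 lower, and with the replicate block and median of ratios scaling 28 higher and 29 lower. At 20 DAP the 53 DEGs (48 higher, 5 lower) became 28 (13 higher, 15 lower) with median of ratios scaling, 28 (15 higher, 13 lower) with 75th percentile scaling, and 28 (13 higher, 15 lower) with the block and median of ratios scaling. These scalings moved the median log2 fold change of the genes tested from 0.48 and 0.53 to between -0.02 and 0.05. With the replicate block alone the calls were the same 83 and 53 genes, and the mean correlation of same-numbered samples was -0.01 at 12 DAP and -0.07 at 20 DAP.

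Without the fold-change threshold 187 genes passed at 12 DAP (159 higher, 28 lower) and 235 at 20 DAP (221 higher, 14 lower). Tested against a fold change of 1.5, 48 genes passed at 12 DAP (39 higher, 9 lower), and 3 were lower at 20 DAP. With a mean of at least 5 FPKM there were 50 genes at 12 DAP (41 higher, 9 lower) and 27 at 20 DAP (24 higher, 3 lower), 17 between *smk7a* at 20 DAP and WT at 12 DAP, and 29 with a stage interaction. With no filter 8 genes were lower at 20 DAP. A pseudocount of 1 gave 33 genes at 20 DAP (29 higher) and 15 between *smk7a* at 20 DAP and WT at 12 DAP, against 29 with 0.1. For these settings the cause was not tested.

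Leaving out 1 replicate at a time gave 74 to 86 DEGs at 12 DAP (60 to 75 higher, 11 to 19 lower) and 45 to 64 at 20 DAP (39 to 59 higher, 5 to 7 lower). It gave 22 to 30 genes between *smk7a* at 20 DAP and WT at 12 DAP and 36 to 49 with a stage interaction, against 45 with all samples.

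Of 35 fold changes and stage differences of named genes, 20 kept their direction and side of the threshold under every alternative computed for them. Among these were *BETL4* at 12 DAP and *SWEET1a* at both stages. Not every alternative gave a value for each result. With a mean of at least 5 FPKM, 23 of the 35 had one. The fold changes that reversed were between -0.05 and 0.38. *BETL4* at 20 DAP, -0.05 with all samples, was 0.14 with sample quality weights and 0.0739 as the ratio of arithmetic means, and ranged from -0.31 to 0.44 across the fits that each left out one replicate. *Zm00001d001819* at 12 DAP (0.29) was -0.17 with median of ratios scaling, -0.14 with 75th percentile scaling, -0.17 with the block and median of ratios scaling and -0.17 with the factor from Table S2. At 20 DAP (0.19) it was -0.35 with median of ratios scaling, with and without the block, and -0.29 with 75th percentile scaling, and leaving out one replicate gave -0.00061 to 0.40. *Zm00001d001824* at 20 DAP (0.18) was -0.39 with median of ratios scaling, with and without the block, and -0.33 with 75th percentile scaling, and leaving out one replicate gave -0.0094 to 0.37. *Zm00001d001825* at 12 DAP (0.38) was -0.10 with median of ratios scaling, with and without the block, -0.0622 with 75th percentile scaling and -0.10 with the factor from Table S2. Under these scalings the fold changes of these 3 genes fell by about as much as the median of the genes tested, and the cause of the other reversals was not tested. Over the 35 named gene results and the 6 numbers of genes in GO terms together, 838 alternative values were computed. Of these, 20 lost significance, 8 gained it and 21 were reversed, and 34 of the numbers in GO terms, which are of few genes, moved by more than 1.5 times. Only fold changes given in the text are counted here, a limit that was set after reversals had been seen.

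Not run were median of ratios scaling without storage protein genes and genes above 1000 FPKM, which removes 0 tested genes (the 5 storage protein genes of the table reach at most 0.299 FPKM, and 0 genes exceed 1000 FPKM), and the 2 gene set tests, which had 0 genes. Whether depth limits the numbers of genes was not tested, since FPKM hold no counts. With 3 replicates per group the exact test cannot go below p = 0.1, and the 720 genes limit the GO and KEGG results to a few genes per term.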

Differences from the paper's values

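For *BETL4* at 12 DAP, the log2 fold change was -1.71 with the FPKM as deposited, against the paper's -2.16 in Table S2. Of the alternatives set before the data were examined, median of ratios scaling (-2.20), 75th percentile scaling (-2.16) and the factor from Table S2 (-2.20) came within the replicate spread of the paper's value. The factor from Table S2 is computed from the paper's own values, so its closeness was fixed in advance. The others did not, with values from -1.81 to -1.60. The replicate block with median of ratios scaling (-2.20), which was chosen after seeing the values, also came within it. The other 4 genes compared with Table S2 were within the replicate spread with and without scaling. This spread combines the SDs of single samples on the log2 scale. It was 0.59 for dull endosperm1, 1.31 for *Zm00001d002132*, 1.36 for *Zm00001d000134* and 2.05 for *Zm00001d000128*. The paper's values come from the same samples, so lying within such wide margins is a weak check. Among the remaining alternatives, dull endosperm1 without replicate 2 of *smk7a* (-1.55) and *Zm00001d000134* with a pseudocount of 1 (-1.30) fell outside this spread. Median of ratios scaling moved dull endosperm1 (*Zm00001d000002*) from -1.86 to -2.35 (the paper's -2.29) and *Zm00001d002132* from -4.44 to -4.91 (the paper's -4.96), towards the paper's values. It moved *Zm00001d000134* from -2.97 to -3.32 (the paper's -3.12) and *Zm00001d000128* from -2.92 to -3.40 (the paper's -2.80), away from them.

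The paper reports plant hormone signal transduction as enriched among the downregulated genes of both stages. Of the 7 genes with this annotation analysed here, 0 were lower past both thresholds at either stage and 2 were higher at 12 DAP. At 12 DAP these 2 were the ones among the 5 tested with an unadjusted p under 0.05. At 20 DAP both of the 2 tested had one, and both were higher in *smk7a* with an adjusted p from limma under 0.05 and a fold change below 2. *Zm00001d001961* was at 2.31 FPKM in *smk7a* and 1.51 FPKM in the WT (adjusted p = 0.0164), and *Zm00001d002029* at 9.22 and 6.12 FPKM (adjusted p = 0.00296). With median of ratios scaling neither passed an adjusted p of 0.05 at 20 DAP. Median of ratios scaling, 75th percentile scaling and the factor from Table S2 each called *Zm00001d001961* lower at 12 DAP. With the FPKM as deposited it was lower there without overlap (1.16 against 1.94 FPKM). *Zm00001d001945*, also of this pathway but not tested, was lower without overlap at both stages. Higher without overlap were *Zm00001d002029* at both stages, *Zm00001d002143* at 12 DAP, and *Zm00001d001961* and *Zm00001d001865* at 20 DAP. The paper reports phenylpropanoid biosynthesis as enriched among the upregulated genes of both stages. The tested gene with this annotation, Peroxidase 16, was lower in *smk7a* at 20 DAP, with a log2 fold change of -1.44. For the term extracellular region, which the paper reports for downregulated genes at 20 DAP, the share of lower genes had an unadjusted p of 0.0528 (Fisher's exact test). It fell below 0.05 with a pseudocount of 1 (0.0267), no filter (0.00684), a mean of at least 5 FPKM (0.0352), median of ratios scaling (0.0159), 75th percentile scaling (0.0121), the test against a fold change of 1.5 (0.0267), and without replicate 2 of *smk7a* (0.00189) or of the WT (0.00182), and also with the block and median of ratios scaling (0.0159), which was chosen after seeing the values. For the upregulated genes, the unadjusted p fell below 0.05 for extracellular region at 12 DAP only with the block and median of ratios scaling, chosen after seeing the values (0.0227), and for sequence-specific DNA binding at 20 DAP only without replicate 3 of *smk7a* (0.0190) or of the WT (0.0442). None of these exact p-values is adjusted for the number of terms or settings. These are single genes or small groups of the pathways and terms, and the rest were not analysed here.

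The paper reports all ARF genes of its Figure 6 as lower in *smk7a*. By its caption that figure shows DEGs only, so the ARF and Aux/IAA genes analysed here may not be among its genes. Their directions then do not contradict the paper. The 2 ARF genes tested here, not matched to that figure, were higher with the FPKM as deposited at both stages. They were so without overlap for *Zm00001d000358* at 12 DAP and *Zm00001d001879* at 20 DAP. With median of ratios scaling 1 was lower at 12 DAP and both were lower at 20 DAP. None of these differences was past both thresholds. Another ARF gene, *Zm00001d001945*, stayed below 1 FPKM and was not tested with limma. It was lower in *smk7a* without overlap at 12 DAP (0.172 against 0.319 FPKM) and at 20 DAP (0.238 against 0.504 FPKM; exact permutation test, p = 0.1 at each stage, the smallest possible). The paper reports most Aux/IAA genes as higher. The tested Aux/IAA gene, *Zm00001d000288*, was not past both thresholds at either stage. At 12 DAP it was slightly lower in *smk7a* with the FPKM as deposited (adjusted p = 0.655), and with median of ratios scaling it was lower with an adjusted p of 0.0225 and a fold change below 2 (adjusted p from 0.0225 to 1.00 over the alternatives). At 20 DAP it was slightly higher with the FPKM as deposited and lower with median of ratios scaling (adjusted p = 0.0685, from 0.0536 to 1.00 over the alternatives).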

Other observations

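The tests of depth, of the share of reads and of other groupings in this part were chosen after the results had been seen, and those of slower development and of a mixed sample before theirs, except the simulation of the mixed sample, which was run after.

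Most genes were higher in *smk7a*, with a median log2 fold change of 0.48 at 12 DAP and 0.53 at 20 DAP. If a few genes took a larger share of the reads in the WT, all other genes would appear higher in *smk7a* by a common factor. In the part of Table S2 read here, 25 genes above 1000 FPKM summed to 117951 to 185566 FPKM per WT sample at 12 DAP. They summed to 13966 to 33989.6 FPKM per *smk7a* sample. These genes thus took more of the FPKM in the WT. All genes read were downregulated, so what upregulated genes took in *smk7a* is open. In the paper's Table S2, the paper's own normalized log2 fold changes lay below the log2 ratios of its FPKM by a median of -0.51 over 518 of the genes read here, all of them listed there as downregulated (quartiles -0.57 and -0.46), about the size of the shift. This difference would be the same for a common shift from any cause, since the paper's normalization removes such a shift, so the pattern cannot be told apart from this explanation or from a real rise of most transcripts. Upregulated genes were not part of this comparison. The uniquely mapped reads of *smk7a* and WT at 12 DAP differed by 0.027 on the log2 scale. FPKM are already divided by the mapped fragments of each sample, so this comparison of depth does not decide about the shift at either stage.

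The numbers of DEGs were compared with other splits of the 6 samples of each comparison that part the same-numbered pairs. At 12 DAP 1 of 4 such splits, the real one, gave as many genes, and at 20 DAP 1 of 4. Between *smk7a* at 20 DAP and WT at 12 DAP it was again 1 of 4. All 9 other splits, including the 6 that part 1 pair, gave 0 genes at each stage, with 2 to 6 genes at an unadjusted p under 0.05 at 12 DAP against 211 in the real split, and 0 to 7 against 247 at 20 DAP. For *smk7a* at 20 DAP and WT at 12 DAP they gave at most 1 gene. Every other split put samples of both real groups together, and a real difference between them widens the spread within its groups. Low numbers in the other splits were therefore likely from the outset and do not measure what chance gives. With so few splits no share can fall under 0.05 whatever the data, so chance is not excluded by this count.

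On the first principal component (55.7% of the variance), the *smk7a* samples at 20 DAP (0.03, 0.00 and 0.03) lay near the WT samples at 12 DAP (-0.03, -0.01 and 0.12), while the WT samples at 20 DAP were at 0.35, 0.42 and 0.37 and the *smk7a* samples at 12 DAP at -0.43, -0.44 and -0.41. With the FPKM as deposited, *smk7a* at 20 DAP differed from WT at 12 DAP in 29 genes and from WT at 20 DAP in 53. Slower development of the *smk7a* kernel might give this pattern. The effect of *smk7a* would then run against the change of the WT from 12 to 20 DAP at both stages. The bar set for this explanation was a mean correlation of -0.2 or lower at each stage. In disjoint samples the mean correlation across genes was 0.037 at 12 DAP (0.20, 0.029 and -0.12 by the WT replicate used) and -0.31 at 20 DAP (-0.30, -0.27 and -0.37), and genes are not independent replicates. By this measure the effect ran against the WT change at 20 DAP, where the bar was met. At 12 DAP the sign depended on the replicate, and the bar was missed by the mean and with each WT replicate. The prediction of slower development therefore failed at 12 DAP. On the first principal component the *smk7a* samples at 12 DAP did lie on the side of the WT at 12 DAP that is away from the WT at 20 DAP, so the measures differ for 12 DAP. This component was not recomputed after scaling. Whether its order only follows the common shift of most genes is therefore open. After median of ratios scaling the numbers were 26 against WT at 12 DAP and 28 against WT at 20 DAP, so the nearness in gene numbers depended on the scaling. A larger share of the reads taken by a few genes in the WT at 20 DAP might give this, and so might a common shift from any other cause.

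Replicate 2 of *smk7a* at 12 DAP stands apart from replicates 1 and 3 in Table S2, where the 25 downregulated genes above 1000 FPKM among those read here summed to 33989.6 FPKM against 13966 and 19880.1 FPKM, and in Table S1, with 33.8% spliced reads against 38.3% and 38.4%. Replicate 3 of the WT stands apart from the other WT replicates at 12 DAP in the same measures (185566 FPKM against 126621 and 117951 FPKM, and 31.8% against 36.8% and 36.9%). That these sums are lower in *smk7a* than in the WT follows from the choice of downregulated genes. WT kernels or RNA in replicate 2 of *smk7a* could cause its difference. Replicate 2 would then lie on the WT side of the other replicates for nearly all genes that separate them from the WT. It did so for 58.6% of 29 higher genes and 73.5% of 34 lower genes, below the 80% set for this explanation in both, and the median gene lay 0.062 and 0.198 of the way to the WT. The sums from Table S2 would need 13.5% of WT material. In simulations with that share, 17 of 1000 reached 80% in both sets, so the bar was too high to test it. The simulated means were 63.2% and 81.3%, with medians 0.0716 and 0.195 of the way. The same measure for replicate 3 gave 69.7% and 64.7%, and for replicate 1 50.0% and 41.9%. In the FPKM, the difference of replicate 2 cannot be told apart from such a mixture. Its spliced reads (33.8%) lay below those of WT replicates 1 and 2 (36.8% and 36.9%). They were nearer to WT replicate 3 (31.8%) than to the other *smk7a* replicates. A share of 13.5% of material like these WT samples would not lower the spliced reads that far, so it leaves this part of the difference open. No biological explanation was tested.

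The FPKM columns of the paper's Table S2 are headed as samples at 20 DAP and with another mutant name. For all 24 of its genes analysed here, the 6 values equal the deposited FPKM at 12 DAP.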
